# The Effect of Vorinostat on the Development of Resistance to Doxorubicin in Neuroblastoma

**DOI:** 10.1371/journal.pone.0040816

**Published:** 2012-07-19

**Authors:** Timothy B. Lautz, Chunfa Jie, Sandra Clark, Jessica A. Naiditch, Nadereh Jafari, Yi-Yong Qiu, Xin Zheng, Fei Chu, Mary Beth Madonna

## Abstract

Histone deacetylase (HDAC) inhibitors, especially vorinostat, are currently under investigation as potential adjuncts in the treatment of neuroblastoma. The effect of vorinostat co-treatment on the development of resistance to other chemotherapeutic agents is unknown. In the present study, we treated two human neuroblastoma cell lines [SK-N-SH and SK-N-Be(2)C] with progressively increasing doses of doxorubicin under two conditions: with and without vorinsotat co-therapy. The resultant doxorubicin-resistant (DoxR) and vorinostat-treated doxorubicin resistant (DoxR-v) cells were equally resistant to doxorubicin despite significantly lower P-glycoprotein expression in the DoxR-v cells. Whole genome analysis was performed using the Ilumina Human HT-12 v4 Expression Beadchip to identify genes with differential expression unique to the DoxR-v cells. We uncovered a number of genes whose differential expression in the DoxR-v cells might contribute to their resistant phenotype, including hypoxia inducible factor-2. Finally, we used Gene Ontology to categorize the biological functions of the differentially expressed genes unique to the DoxR-v cells and found that genes involved in cellular metabolism were especially affected.

## Introduction

Neuroblastoma is the most common extra-cranial solid organ malignancy of childhood. Outcome is heterogeneous and depends on several clinical and biologic factors. Five year survival approaches 90% for infants diagnosed with neuroblastoma in the first year of life, but remains only 65% among all children older than one year-of-age and 30–60% for those with high-risk tumors [1]–[3]. Acquired resistance to commonly used chemotherapeutic agents remains a major barrier to successful therapy, especially among older children with high-risk neuroblastoma. Doxorubicin, along with cisplatin, cyclophosphamide and etoposide, are key components of modern chemotherapy protocols for intermediate and high-risk neuroblastoma [2], [4]. The development of resistance to these commonly used agents can be associated with upregulation of multidrug transporter genes such as *mdr1* and *mrp1*. Upregulation of the genes encoding these drug efflux pumps has been correlated with a poor clinical prognosis [5], [6]. Novel strategies are therefore required to prevent or reverse the development of the multidrug resistant phenotype in order to improve the prognosis for children with high-risk, relapsed and recurrent neuroblastoma.

Vorinostat is a class I and II histone deacetylase (HDAC) inhibitor which has demonstrated efficacy against neuroblastoma in preclinical studies [7]–[9]. Vorinostat was well-tolerated in a phase I study of children with solid organ tumors including neuroblastoma, and demonstrated promising early results [10]. Additional phase I trials of novel protocols incorporating vorinostat are currently ongoing [4]. However, the long-term effect of vorinostat treatment on the expression of genes encoding multidrug efflux pumps and the development of resistance to commonly used chemotherapeutic agents is unknown.

In the current study, we investigated the effect of vorinostat co-treatment on the development of drug resistance using two human neuroblastoma cell lines (SK-N-SH and SK-N-Be(2)C) exposed to progressively increasing concentrations of doxorubicin. Our aims were to determine (1) the functional effect of vorinostat on the long term responsiveness of these cells to doxorubicin, and (2) the genetic changes induced by vorinostat during this process.

## Methods

### Cell Lines, Reagents and Proliferation Assay

Human neuroblastoma (SK-N-SH and SK-N-Be(2) C) lines were purchased from American Type Culture Collection (Rockville, MA). DMEM and fetal bovine serum (FBS) were obtained from Mediatech (Herndon, VA) and Atlanta Biologicals (Atlanta, GA), respectively. Doxorubicin, 3-(4,5-dimethyl-2-thiazolyl)2,5-diphenyl tetrazolium bromide (MTT), and deferoxamine mesylate (DFO) were purchased from Sigma (St. Louis, MO). Vorinostat was purchased from ChemieTek (Indianapolis, IN).

**Figure 1:**
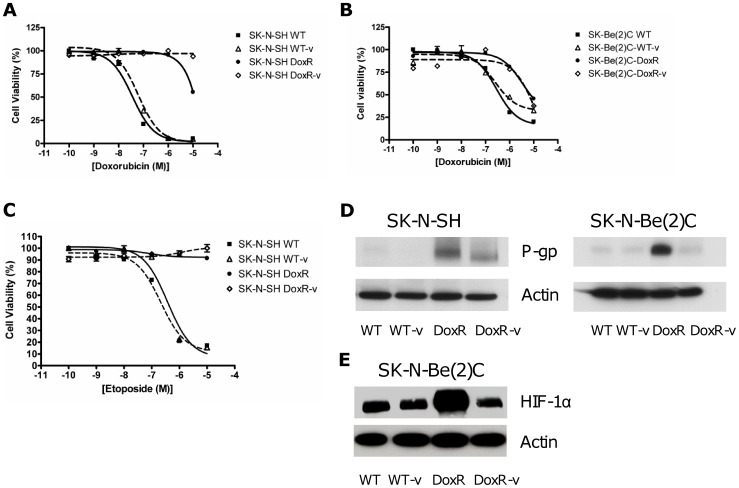
Drug resistance in the SK-N-SH and SK-N-Be(2)C cells. Doxorubicin resistance was assessed by MTT cell proliferation assay in the (a) SK-N-SH and (b) SK-N-Be(2)C cell lines. WT and WT-v proliferation was reduced by increasing concentrations of doxorubicin whilst the DoxR and DoxR-v cells were equally resistant to doxorubicin therapy. (c) Cross resistance to etoposide was likewise confirmed in the SK-N-SH cell line. (d) Western immunoblotting demonstrated significantly greater upregulation of P-glycoprotein (P-gp) in the DoxR than the DoxR-v cells. (e) Likewise in the SK-N-Be(2)C cell line, western blot revealed a pattern of upregulation in hypoxia inducible factor -1α (HIF-1α) similar to that observed with P-gp.

Cell proliferation was assessed by MTT (2-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay. Cells were seeded in 96 well plates and incubated with logarithmic concentrations of doxorubicin ranging from 10^−9^ to 10^−5^ M. MTT (10 µL of 5 mg/ml solution) was added to each well of the titration plate and incubated for 4 hours at 37°C. The cells were then solubilized by the addition of 100 µL of 10% SDS/0.01 mmol/L HCL and incubated for 15 hours at 37°C. The absorbance of each well was determined in an ELISA plated reader using an activation wavelength of 570 nm and a reference wavelength of 650 nm. Cell viability in the presence of different doses of doxorubicin was determined by comparison with untreated control cells.

**Table 1:** Relative expression of known drug-resistance genes in doxorubicin resistant (DoxR) and vorinostat-treated doxorubicin-resistant (DoxR-v) cells compared to the parental lines.

		DoxR		DoxR-v	
Gene Symbol	Gene Entrez	SK-N-SH	SK-N-Be(2)C	SK-N-SH	SK-N-Be(2)C
ABCB1 (mdr1)	5243	4.63	4.23	1.98	2.04
ABCB6 (prp)	10058	1.68	1.81	1.57	1.81
ABCC3 (mrp3)	8714	N.D.	−2.39	N.D.	N.D.
ABCC4 (mrp4)	10257	2.17	2.12	N.D.	N.D.
ABCC5 (mrp5)	10057	−1.63	N.D.	−2.26	−2.68
ABCC9 (mrp9)	10060	−2.76	−4.15	−2.22	−2.89
BCL-2	596	1.53	N.D.	N.D.	N.D.
SIRT1	23411	1.75	2.02	N.D.	N.D.
BDNF	627	3.69	5.17	2.56	3.60
TH	7054	−1.87	−2.47	25.5	31.0

Results are expressed as a fold-change (all p<0.1). N.D. indicates no difference in gene expression (fold-change<1.5 and/or p>0.1). 

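Beside ABCB1, several drug resistance genes of the table differed from WT. The transporter genes ABCB6 and ABCC4 rose in DoxR cells, ABCB6 also in DoxR-v cells, and those of ABCC3, ABCC5 and ABCC9 fell in DoxR cells. BDNF, a neurotrophin, rose in DoxR and DoxR-v cells. BCL2, which blocks apoptosis, rose in DoxR cells only. TH, the first enzyme of catecholamine synthesis, fell in DoxR cells and rose in DoxR-v and WT-v cells. In DoxR cells ABCB6 rose by log2 0.92 (adjusted p = 9.4e-05), ABCC4 by 1.28 (9.9e-05), BCL2 by 1.06 (3.2e-05) and BDNF at least 13.7-fold (2.5e-09), while ABCC3 changed by log2 −2.33 (8.6e-06), ABCC5 by −1.05 (3.6e-05) and ABCC9 fell at least 12.0-fold. A second ABCC5 probe did not pass in DoxR cells (log2 −0.15, adjusted p = 0.486). In DoxR-v cells ABCB6 rose 1.90-fold (adjusted p = 0.000166), ABCC5 changed by log2 −1.89 (3.6e-07), ABCC9 by −2.53 (1.9e-06) and BDNF rose at least 8.72-fold (2.2e-08), whereas ABCC3, ABCC4 and BCL2 did not pass (adjusted p = 0.270, 0.145 and 0.0552). TH rose 47.7-fold in DoxR-v cells (adjusted p = 2.4e-10) and fell at least 5.17-fold in DoxR cells. In the deposited normalized values BDNF rose by log2 2.37 in DoxR and 1.85 in DoxR-v cells. With those values ABCC3 changed by −1.26 in DoxR cells and ABCC9 by −1.53 in DoxR-v cells. With the mean of all 4 probes of the main values, BDNF rose by log2 1.16 in DoxR and 1.00 in DoxR-v cells. Its other probes, all dim, passed in neither group. A second, dim ABCC9 probe did not pass in DoxR-v cells (log2 −0.43, adjusted p = 0.294).
Of the genes in this note, SOD2 (a mitochondrial superoxide dismutase), HDAC2 and HDAC8 (histone deacetylases) each fell in a resistant line and HDAC4 rose. SOD2 fell in DoxR cells (log2 −0.72, adjusted p = 0.00133) but not with median scaling. A second SOD2 probe fell in DoxR (−0.99, 0.00250) and DoxR-v cells (−0.74, 0.0190). HDAC8 fell in DoxR-v (log2 −0.93, adjusted p = 0.00542) and DoxR cells (−0.74, 0.0150), HDAC2 fell in DoxR-v cells (−0.60, 0.00500) and HDAC4 rose in DoxR cells (0.67, 0.00328), and these calls were lost with the deposited normalized values. A second, dim HDAC2 probe did not pass in DoxR-v cells (−0.09, adjusted p = 0.843) and rose in DoxR (1.11, 0.00709) and WT-v cells (0.81, 0.0426). MGMT, which repairs alkylated DNA, fell in WT-v cells (log2 −0.89, adjusted p = 0.00236). SOD1, HDAC1, HDAC3, HDAC6, HDAC7, ABCC10 and ABCC11 passed in none of the comparisons with WT. ABCC2, ABCC8, ABCC12, ABCC13 and HDAC5 were detected on no array, and the other genes of the note have no value here. Of the 8 transporters measured out of 14 in the table and its note, 3 rose and 3 fell in DoxR cells and 2 rose and 2 fell in DoxR-v cells, also when adjusted over the list alone. As a set they did not shift (adjusted p = 0.862 and 0.897). The study chose the genes shown with values on these samples, so these counts are no independent evidence.

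**Figure D1:**
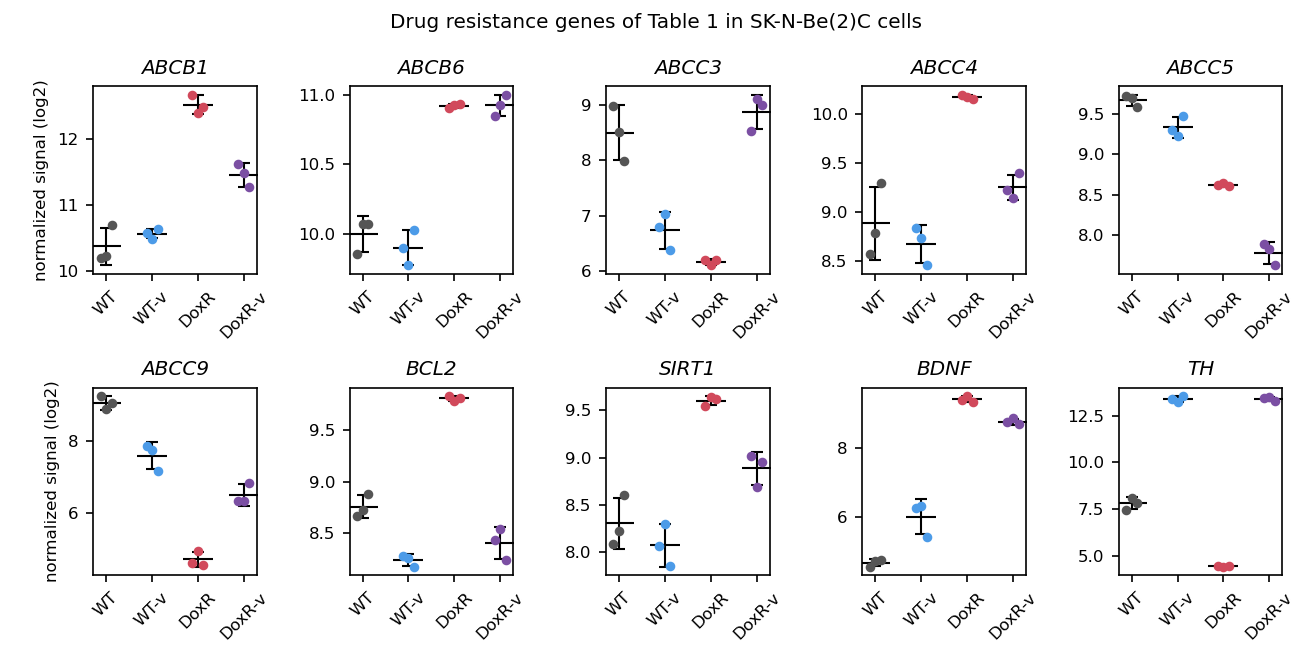
Log2 signal on each of 12 arrays (points) for 10 genes of Table 1 in WT, WT-v, DoxR and DoxR-v cells. Bars are the mean and SD of 3 arrays.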

The following genes had no significant difference in any comparison: ABCC1 (MRP1), ABCC2 (MPR2), ABCC6 (mrp6), ABCC8 (mrp8), ABCC10 (mrp10), ABCC11 (mrp11), ABCC12 (mrp12), ABCC13 (mrp13), MGMT, SOD, HDAC1-8.

### Western Immunoblot

Whole cell lysis was performed by suspending cells in a lysis buffer (50 mmol/L HEPES (pH 7.4), 150 mmol/L NaCL, 100 mmol/L NaF, 1 mmol/L MgCl2, 1.5 mmol/L EGTA, 10% glycerol, 1% Triton X-100, 1 µg/ml leupeptin, 1 mm/l phenyl-methyl-sulfonyl-fluoride) and then removing insoluble material by centrifugation. Equal quantities of protein were separated by electrophoresis on 4–20% SDS-PAGE gels (Bio-rad; Hercules, CA) and transferred onto Immobilon-P membranes (Millipore, Bedford, MA). Proteins of interest were identified by reaction with specific primary antibodies for HIF-1α (BD Biosciences; Franklin Lakes, NJ), P-gp or beta-actin (Sigma-Aldrich, St. Louis, MO), followed by secondary antibodies linked to horseradish peroxidase (Promega, Madison, WI). Reactive bands were detected by chemiluminescence (Pierce/Thermo Fisher, Rockford, IL). When assessing for HIF-1α protein expression, HIF-1α protein was stabilized by treating cells with deferoxamine mesylate (DFO), 250 µM for 16 hours prior to whole cell lysis. Deferoxamine stabilizes HIF-1α by preventing normal oxygen-dependent proteosomal degradation.

**Figure 2:**
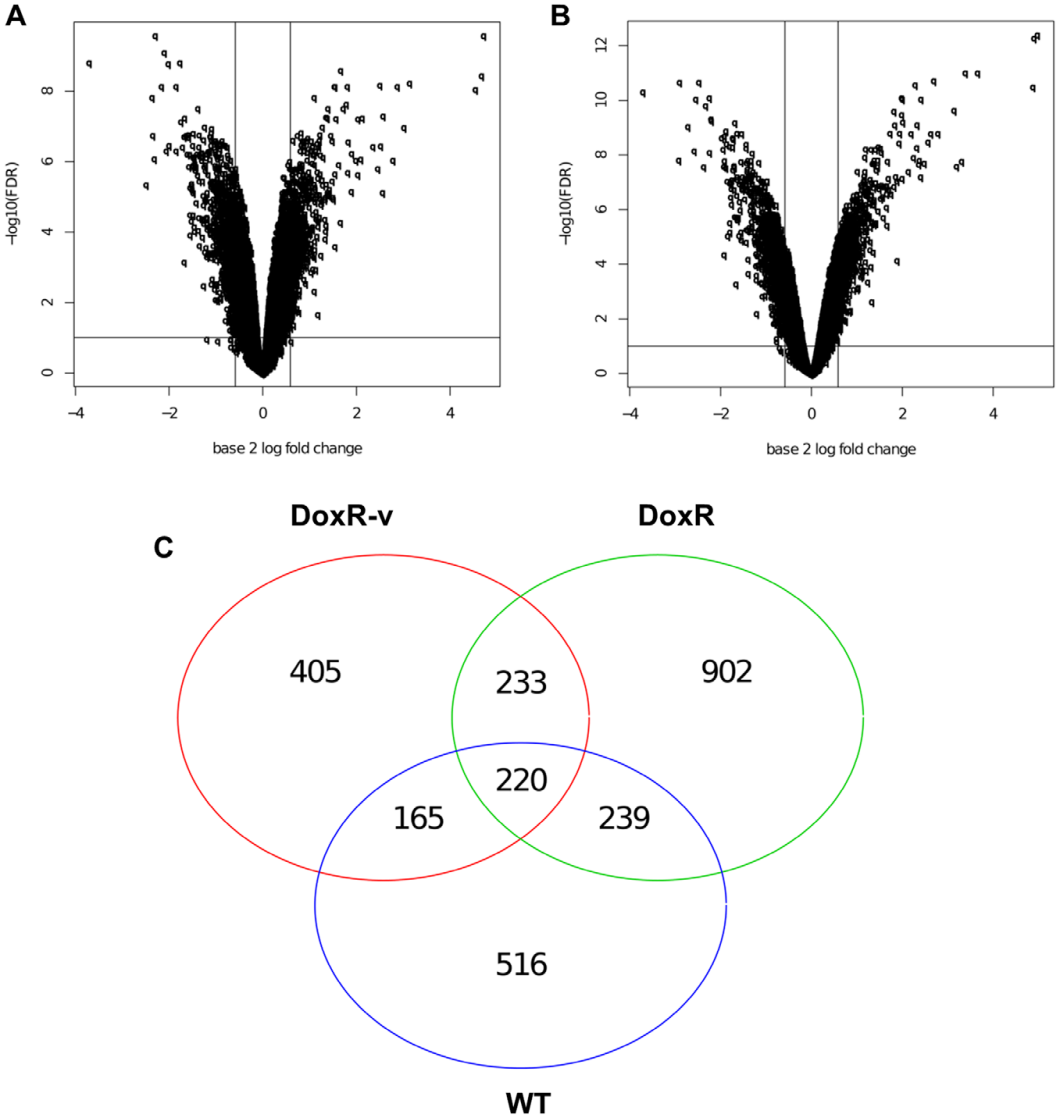
Distribution of differential expressed genes. Volcano plots illustrate the distribution of differentially expressed genes in the DoxR-v (a) SK-N-SH and (b) SK-N-Be(2)C cells relative to their parental (WT) lines. (c) Venn diagram shows the number of differentially expressed genes common to both cell lines for the DoxR-v, DoxR, and WT-v groups (all relative to their parental lines). There are 405 DEGs unique to the DoxR-v versus WT comparison for both cell lines.

**Table 2:** Genes with a potential role in doxorubicin-resistance following vorinostat treatment.

Gene Symbol	Gene Entrez ID	Gene Name	SK-N-SH Fold	SK-N-Be(2)C Fold
CSDA	8531	cold shock domain protein A	6.93	9.99
SST	6750	Somatostatin	5.94	9.24
PROK2	60675	prokineticin 2	3.57	4.61
PON2	5445	paraoxonase 2	3.40	3.94
DFNA5	1687	deafness, autosomal dominant 5	2.82	3.26
TUBB4	10382	tubulin, beta 4	2.76	3.35
C7orf58	79974	chromosome 7 open reading frame 58	2.57	3.55
FAM129B	64855	family with sequence similarity 129, member B	2.55	2.23
STOM	2040	Stomatin	2.44	2.40
LOC653888	653888	similar to Actin-related protein 2/3 complex subunit 1B (ARP2/3 complex 41 kDa subunit) (p41-ARC)	2.43	2.63
CORO2A	7464	coronin, actin binding protein, 2A	2.33	2.29
OSTF1	26578	osteoclast stimulating factor 1	2.26	2.30
SHISA5	51246	shisa homolog 5 (Xenopus laevis)	2.26	2.29
ASS1	445	argininosuccinate synthase 1	2.26	2.29
UCP2	7351	uncoupling protein 2 (mitochondrial, proton carrier)	2.21	2.33
SH2B3	10019	SH2B adaptor protein 3	2.18	2.21
CCNO	10309	cyclin O	2.16	2.63
C21orf63	59271	chromosome 21 open reading frame 63	2.16	2.78
CA10	56934	carbonic anhydrase X	2.16	2.31
MAP1LC3A	84557	microtubule-associated protein 1 light chain 3 alpha	2.12	2.43
EPAS1	2034	endothelial PAS domain protein 1	2.12	2.38
ENOSF1	55556	enolase superfamily member 1	2.12	2.47
HIBADH	11112	3-hydroxyisobutyrate dehydrogenase	2.10	2.36
ITM2A	9452	integral membrane protein 2A	2.06	2.59
RTTN	25914	Rotatin	2.04	2.25
SCARF2	91179	scavenger receptor class F, member 2	2.01	2.24
KIF1B	23095	kinesin family member 1B	2.00	2.10
CLIP3	25999	CAP-GLY domain containing linker protein 3	−2.00	−2.26
EBF3	253738	early B-cell factor 3	−2.02	−2.03
SNHG6	641638	small nucleolar RNA host gene 6 (non-protein coding)	−2.05	−2.15
LOC100131785	100131785	similar to ring finger protein 181	−2.11	−2.31
RNF181	51255	ring finger protein 181	−2.12	−2.24
FBXO8	26269	F-box protein 8	−2.12	−2.13
ST8SIA2	8128	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 2	−2.15	−2.69
ISOC1	51015	isochorismatase domain containing 1	−2.15	−2.18
SHD	56961	Src homology 2 domain containing transforming protein D	−2.15	−2.20
PAQR8	85315	progestin and adipoQ receptor family member VIII	−2.17	−2.26
GSTP1	2950	glutathione S-transferase pi 1	−2.25	−2.01
LOC644563	644563	general transcription factor IIIC, polypeptide 6, alpha 35 kDa pseudogene	−2.25	−2.13
SCARNA13	677768	small Cajal body-specific RNA 13	−2.33	−2.60
GTF3C6	112495	general transcription factor IIIC, polypeptide 6, alpha 35 kDa	−2.37	−2.56
ALG3	10195	asparagine-linked glycosylation 3, alpha-1,3- mannosyltransferasehomolog (S. cerevisiae)	−2.38	−2.51
EBPL	84650	emopamil binding protein-like	−2.38	−2.44
ATP6AP1	537	ATPase, H+ transporting, lysosomal accessory protein 1	−2.44	−2.58
NSDHL	50814	NAD(P) dependent steroid dehydrogenase-like	−2.45	−2.64
HMGCS1	3157	3-hydroxy-3-methylglutaryl-CoA synthase 1 (soluble)	−2.45	−2.80
RPF2	84154	ribosome production factor 2 homolog (S. cerevisiae)	−2.63	−2.63
SCARNA11	677780	small Cajal body-specific RNA 11	−2.73	−3.55
TNFRSF21	27242	tumor necrosis factor receptor superfamily, member 21	−2.84	−2.94
IL11RA	3590	interleukin 11 receptor, alpha	−3.25	−2.67
CALD1	800	caldesmon 1	−3.58	−4.60

There were 405 unique genes differentially expressed (fold change >1.5, adjusted p<0.1) in both SK-N-SH and SK-N-Be(2)C DoxR-v cells, but not in the DoxR or WT-v lines. The complete list of all 405 unique DEGs is available in Table S1, while the subset of those genes with the greatest differential expression (fold change>2) is listed here.

### Quantitative Real-time PCR

1 µg of RNA extracted from each cell lines as previous described was reverse transcribed to cDNA in a 20 µl reaction by using GeneAmp® RNA PCR Core Kit (Applied Biosystems, Foster City, CA) with random primers. Quantitative RT-PCR assays were then performed in triplicate on 1 µL of each cDNA dilution using the Power SYBR Green Master Mix (Applied Biosystems, Foster City, CA), the following thermal cycling specifications were performed on the ABI 7500 Fast Real-Time PCR system (Applied Biosystems, Foster City, CA) 60 s at 95°C and 40 cycles each for 9 s at 95°C and 60 s at 60°C. Specific intron-spanning primers were designed for EPAS1 (forward primer: CATTTGAGTCCTACCTGCTGC and reverse primer: GTAGAAGCCTGGCTCAGGTG), SST (forward primer: TTGTCCTCCCCACTTCTCT and reverse primer: AAAGATTTACTCAATAGAAACCA) and Pon2 (forward primer: AACAGCCATAGTAGTCAC and reverse primer: CAAGGGACAGAAAAGAAAG). The amplification of Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (forward primer: GGAGTGTGCCCGGGATGAAGAAT and reverse primer: TGGGGCTGGCAGGCTAAACA) was selected as the endogenous control to normalize all data, relative expression values were obtained by compared to the parental lines’ value.

**Figure 3:**
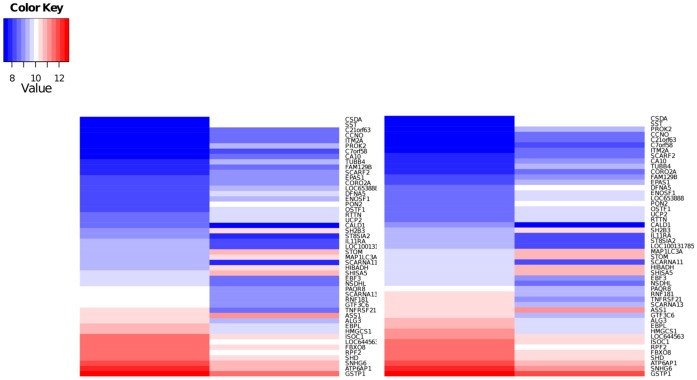
Relative expression of genes differentially expressed in doxorubicin-resistant compared to wild-type cells. Heat map for the SK-N-SH and SK-N-Be(2)C cell lines showing relative expression of the subset of the 405 DEGs unique to the DoxR-V versus WT comparison with a fold change >2.

**Figure 4:**
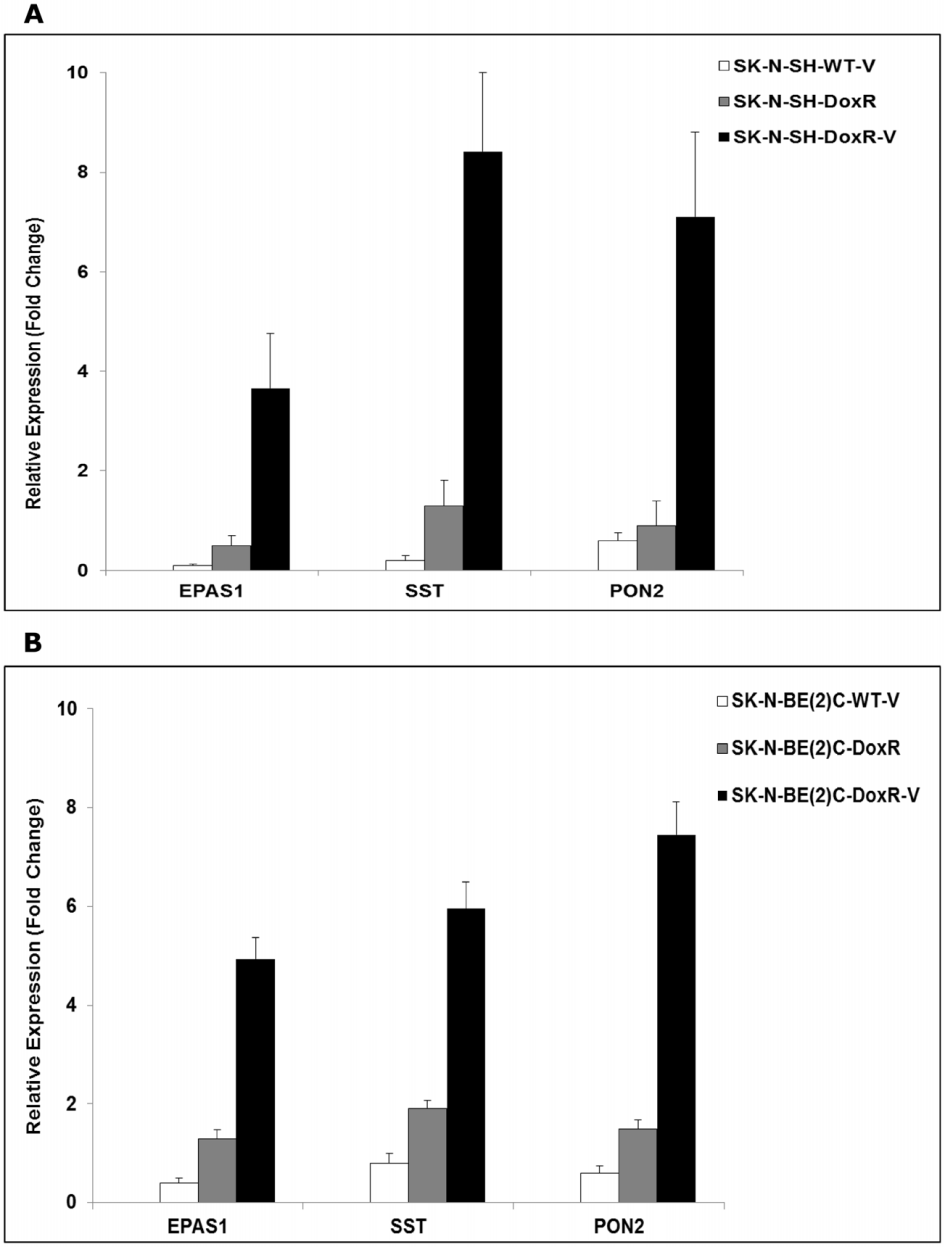
Expression of selected DRGs using qRT-PCR. Expression of endothelial PAS domain protein 1 (EPAS1), somatostatin (SST) and paraoxanase 2 (PON2) in (a) SK-N-SH and (b) SK-N-Be(2)C WT-v, DoxR and DoxR-v cells relative to their parental lines. Results were normalized to GAPDH by qRT-PCR and expressed as mean ± standard deviation for three biological repeats.

**Table 3:** Comparison of gene expression using microarray and qRT-PCR for selected DRGs.

	SK-N-SH Fold		SK-N-Be(2)C Fold	
Gene Name (Symbol)	Microarray	qRT-PCR	Microarray	qRT-PCR
Somatostatin (SST)	5.94	8.42	9.24	5.95
Paraoxanase 2 (PON2)	3.40	7.11	3.94	7.45
Endothelial PAS domain protein 1(EPAS1)	2.12	3.66	2.38	4.93

**Table 4:** Altered biological processes based on the genes with differential expression (fold change>1.5; adjusted p<0.1) unique to the DoxR-v cell lines as mapped by Gene Ontology.

Gene Ontology ID	Gene Ontology Biological Process	Annotated (n)	DEG (n)	Expected (n)	p
GO:0043648	dicarboxylic acid metabolic process	42	7	0.88	0.00002
GO:0044281	small molecule metabolic process	1698	57	35.58	0.0002
GO:0042278	purine nucleoside metabolic process	32	5	0.67	0.00049
GO:0046128	purine ribonucleoside metabolic process	32	5	0.67	0.00049
GO:0006732	coenzyme metabolic process	164	11	3.44	0.00068
GO:0008299	isoprenoid biosynthetic process	20	4	0.42	0.0007
GO:0042180	cellular ketone metabolic process	627	26	13.14	0.00073
GO:0051186	cofactor metabolic process	215	12	4.5	0.00196
GO:0006066	alcohol metabolic process	471	20	9.87	0.00225
GO:0031110	regulation of microtubule polymerization or depolymerization	27	4	0.57	0.00227
GO:0019752	carboxylic acid metabolic process	613	24	12.84	0.00249
GO:0043436	oxoacid metabolic process	613	24	12.84	0.00249
GO:0001101	response to acid	28	4	0.59	0.0026
GO:0006082	organic acid metabolic process	620	24	12.99	0.00288
GO:0009119	ribonucleoside metabolic process	50	5	1.05	0.00383
GO:0009215	purine deoxyribonucleoside triphosphate metabolic process	5	2	0.1	0.0042
GO:0021535	cell migration in hindbrain	5	2	0.1	0.0042
GO:0043570	maintenance of DNA repeat elements	5	2	0.1	0.0042
GO:0046827	positive regulation of protein export from nucleus	5	2	0.1	0.0042
GO:0007026	negative regulation of microtubule depolymerization	17	3	0.36	0.00498
GO:0031114	regulation of microtubule depolymerization	17	3	0.36	0.00498
GO:0031109	microtubule polymerization or depolymerization	35	4	0.73	0.00593
GO:0044262	cellular carbohydrate metabolic process	410	17	8.59	0.00594
GO:0006152	purine nucleoside catabolic process	6	2	0.13	0.00621
GO:0046130	purine ribonucleoside catabolic process	6	2	0.13	0.00621
GO:0033043	regulation of organelle organization	251	12	5.26	0.00677
GO:0006720	isoprenoid metabolic process	59	5	1.24	0.00777
GO:0031111	negative regulation of microtubule polymerization or depolymerization	20	3	0.42	0.00797
GO:0032465	regulation of cytokinesis	7	2	0.15	0.00857
GO:0042454	ribonucleoside catabolic process	7	2	0.15	0.00857
GO:0002027	regulation of heart rate	21	3	0.44	0.00916
GO:0007019	microtubule depolymerization	21	3	0.44	0.00916
GO:0009394	2'-deoxyribonucleotide metabolic process	21	3	0.44	0.00916
GO:0006084	acetyl-CoA metabolic process	40	4	0.84	0.00954

The number of genes annotated to each biological process category by Gene Ontology is shown in the third column. The number of actual differentially expressed genes (DEG) in each category is compared to the expected number of DEGs. P values were calculated by the Fischer exact test.

### Whole Genome Expression

RNA was isolated from triplicate specimens of each cell line using the RNeasy Mini Kit (Qiagen, Venlo, Netherlands). RNA quality and concentration were determined using the 2100 Bioanylzer (Agilent Technologies, Santa Clara, CA) and NanoDrop® ND-1000 spectrophotometer (Thermo Scientific, Wilmington, DE). Samples with RNA integrity numbers greater than 9.5 were used in subsequent expression analyses. All RNA samples were stored at −80°C prior to labeling and hybridization.

Amplification and labeling of the RNA was performed with the Illumina TotalPrep RNA Amplification Kit from Life Technologies (Ambion,Austin, TX) using 150 ng of RNA per sample. 750 ng of labeled cRNA were hybridized to Human HT-12 v4 Expression BeadChips for 18 hours and processed (Illumina, San Diego, CA) according to the manufacturer’s instructions. Slides were scanned using the Illumina iScan System Human HT-12 v4 beadchip containing 47,231 probes.

### Image and Data Analysis

Quality check and probe level processing of the Ilumina microarray data were further made with R bioconductor package, Lumi [11]. The data processing includes a normalization method [12] to reduce the obscuring variation between microarrays, which might be introduced during the processes of sample preparation, manufacturing, fluorescence labeling, hybridization and/or scanning. Hierarchical clustering and Principal Component Analysis were performed on the normalized signal data to assess the sample relationship and variability. Probes that were expressed in none of the samples as judged by the criteria of Illumina detection p-value ≥0.01 were filtered out. Differential gene expression between the different conditions was assessed by statistical linear model analysis using bioconductor package, limma, in which an empirical Bayes method is used to moderate the standard errors of the estimated log-fold changes of gene expression. It results in more stable inference and improved power, especially for experiments with small numbers of microarrays [13], [14]. The moderated t statistic p-values derived from the limma analysis above were further adjusted for multiple testing by Benjamini and Hochberg’s method to control false discovery rate (FDR). The list of differentially expressed genes was obtained by the FDR criteria of <10% and foldchange cutoff of >1.5, and visualized by volcanoplots. The gene ontology analysis of the lists of differentially expressed genes were performed with R bioconductor package, topGO [15]. All bioconductor packages are available at http://bioconductor.org and all computation was performed under R environment (http://www.r-project.org).

## Results

### Development of Drug Resistant Cells

The half maximal inhibitory concentration (IC_50_) of doxorubicin was determined by MTT assay. The IC_50_ of doxorubicin for the parental SK-N-SH and SK-N-Be(2)C cell lines was 3.6×10^−8^ M and 2.8×10^−7^ M, respectively. Drug-resistant (DoxR) cell lines were generated by incubating the parental cells with stepwise concentrations of doxorubicin, beginning 2 Log below the IC_50_. Cells were deemed resistant after surviving 5 passages in a concentration of drug approximately 2 Log above the IC_50_.

A parallel group of cells were treated with intermittent doses of vorinostat during the development of drug resistance. Cells were treated with their IC_25_ dose of vorinostat (1 µM for SK-N-SH and 0.5 µM for SK-N-Be(2)C) for 48 hours at the time of each logarithmic increase in the dose of doxorubicin. This dosing schedule was chosen to minimize the likelihood of simultaneously generating resistance to vorinostat. A control group of parental cells received only vorinostat at the same time as the treatment in the doxorubicin cells. Ultimately, four groups were generated: (1) parental or wild-type (WT), (2) vorinostat treated WT (WT-v), (3) doxorubicin resistant (DoxR), and (4) vorinostat-treated doxorubicin resistant (DoxR-v).

Resistance to doxorubicin was confirmed by MTT assay as shown in Figure 1 (a–b). The DoxR and DoxR-v cells were both equally resistant to doxorubicin, as well as cross-resistant to etoposide (Figure 1c) but not cisplatin (data not shown). Vorinostat treatment alone (WT-v cell lines) did not cause doxorubicin resistance.

P-glycoprotein (P-gp) expression was assessed by western blot (Figure 1d). P-gp, the protein product of the *ABCB1* or multidrug resistance *mdr1* gene was significantly upregulated in both the SK-N-SH and SK-N-Be(2)C DoxR cells relative to the WT or WT-V cells. Interestingly, although the DoxR-v cells were equally resistant to doxorubicin, these cells had reduced P-gp expression compared to their DoxR counterparts. Likewise in the SK-N-Be(2)C cell line, hypoxia inducible factor-1α (HIF-1α) expression was similarly upregulated in the Dox-R but not the DoxR-v cells (Figure 1e) under hypoxia mimicking conditions.

### Whole Genome Expression

Whole genome expression analysis was performed using the WT, WT-v, DoxR, and DoxR-v cells from the SK-N-SH and SK-N-Be(2)C lines. 

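The arrays analysed here hold SK-N-Be(2)C cells, a neuroblastoma line, in 4 groups of 3. WT cells had no drug, WT-v cells were exposed to vorinostat alone, DoxR cells were made resistant to doxorubicin, and DoxR-v cells were made resistant with vorinostat at each dose increase. SK-N-SH cells were not analysed here, so genes common to the 2 lines could not be sought. Between 31.3% and 36.5% of probes were detected per array. Arrays of a group correlated at 0.981 to 0.993, and the median SD of a gene was 0.213 log2 units in WT, 0.187 in WT-v, 0.120 in DoxR and 0.172 in DoxR-v cells. The first 3 principal components held 34.8%, 22.6% and 21.5% of the variance and the next 4.52%. A gene was called at an adjusted p under 0.1 and a fold change over 1.5, the limits of the paper, among 12138 genes. Where a gene was detected on no array of 1 group, the fold is given as at least the value that the lowest detected signal allows. This limit holds within the background-corrected values only, and folds with the deposited normalized values can lie below it. The replicates are triplicate specimens, and nothing says that they came from separate cultures. The p-values therefore measure only the spread between these specimens.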

To understand the effect of vorinostat treatment on the development of drug resistance, we first analyzed the expression of known drug resistance genes in the DoxR and DoxR-v cells relative to their parental (WT) lines (Table 1). 

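ABCB1 encodes the efflux pump P-glycoprotein, which carries doxorubicin out of the cell. Its RNA rose in DoxR cells, rose less in DoxR-v cells, and was lower in DoxR-v than in DoxR cells. Genes beside ABCB1 at 7q21 rose with it in DoxR cells. Among them are CROT (a peroxisomal carnitine transferase), ADAM22 (a neuronal adhesion protein), DBF4 (a replication kinase subunit) and ELAPOR2 (a membrane protein of the endosomes). The mean log2 signal of ABCB1 was 10.37 ± 0.29 in WT, 10.56 ± 0.07 in WT-v, 12.51 ± 0.14 in DoxR and 11.45 ± 0.18 in DoxR-v cells (SD, n = 3). It rose 4.43-fold in DoxR cells (adjusted p = 4.4e-07) and 2.12-fold in DoxR-v cells (adjusted p = 0.000317). The difference between DoxR-v and DoxR cells was log2 −1.06 (SE 0.16, adjusted p = 0.000246), and −1.36 on a second probe. WT-v cells did not differ from WT (log2 0.19, adjusted p = 0.402).
All 10 measured genes of a list of 13 ABCB1 neighbours rose in DoxR cells, also when adjusted over the list alone. Their median was log2 2.08 (adjusted p = 2.1e-07 for the set, adjusted p = 0.0112 with an estimated correlation). CROT rose by log2 2.94 (adjusted p = 2.4e-07), ADAM22 by 2.78 (9.1e-08), DBF4, detected on 1 of 3 WT arrays, by 2.71 (1.2e-05) and ELAPOR2 at least 4.74-fold (3.5e-08). In the deposited normalized values CROT rose by log2 1.56, ADAM22 by 1.83 and ELAPOR2 by 1.12, and DBF4 by far less than above. Against DoxR, 8 of the 10 fell and 1 rose in DoxR-v cells, with DBF4 at log2 −2.34 and ADAM22 at −2.09 (median log2 −1.50, adjusted p = 0.00111, adjusted p = 0.0923 with an estimated correlation). Against WT, 4 rose in DoxR-v cells, namely ELAPOR2 at least 11.2-fold, CROT by log2 1.43, TMEM243 by 1.43 and ADAM22 by 0.69. The median was log2 0.50 (adjusted p = 0.0111, adjusted p = 0.218 with an estimated correlation). Adjusted over the list alone, 4 rose and 1 fell. In WT-v cells 1 of the 10 rose, SLC25A40, and the set did not shift (adjusted p = 0.472). The calls of CROT and ADAM22 in DoxR-v cells and of SLC25A40 in WT-v cells were lost with the deposited normalized values.

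**Figure D2:**
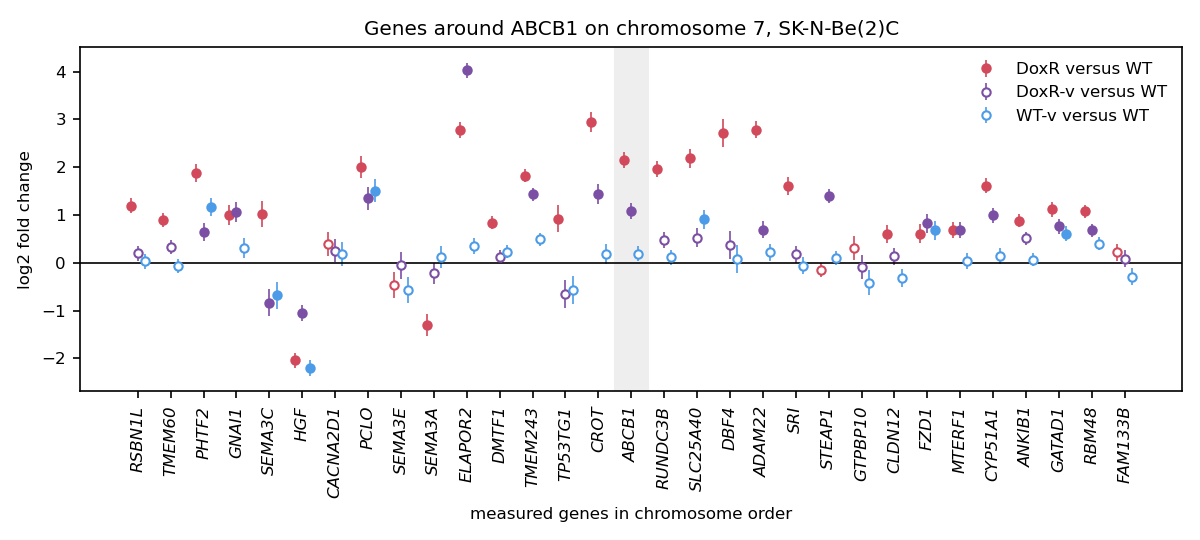
Log2 fold change (point) ± SE (bar) of 31 genes in chromosome order around ABCB1 in DoxR, DoxR-v and WT-v cells, each against WT (3 arrays each). Filled points passed the test and open points did not.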

In agreement with the aforementioned western blot findings, expression of the *ABCB1* gene (which encodes the P-gp protein) was approximately 4-fold elevated in the DoxR cells, but only 2-fold elevated in the DoxR-v cells. Of note, expression of the *ABCC1* (mrp1) gene was not upregulated in the DoxR nor the DoxR-v cells relative to their parental line. 

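DoxR-v and DoxR cells differed in drug resistance genes other than ABCB1. ABCC3 and ABCC9, transporter genes, were higher in DoxR-v than in DoxR cells, and ABCC4 and ABCC5 were lower. TH rose, while BCL2 (an inhibitor of apoptosis), SIRT1 (a deacetylase not blocked by vorinostat) and HDAC2 (a deacetylase) fell. AKR1C2 and AKR1C3, reductases that can convert anthracyclines, fell, as did GSTP1, a glutathione transferase. ABCC3 rose 6.55-fold against DoxR (adjusted p = 2.5e-06) and by log2 1.54 with the deposited normalized values. ABCC9 rose at least 2.08-fold (adjusted p = 2.6e-05), ABCC4 changed by log2 −0.92 (0.00149) and ABCC5 by −0.84 (0.000238). The calls of ABCC9 and ABCC5 were lost with the deposited normalized values, and a second, dim ABCC9 probe did not pass (log2 0.50, adjusted p = 0.22). ABCB6 did not differ (log2 0.00, adjusted p = 0.990). TH rose at least 247-fold (adjusted p = 7.7e-13). BCL2 changed by log2 −1.41 (adjusted p = 2.8e-06), SIRT1 by −0.72 (0.00512), HDAC2 by −0.70 (0.00127) and BDNF by −0.65 (0.0259). The BDNF call was lost with the deposited normalized values, without background correction and with the mean of all probes. MGMT rose by log2 0.64 (adjusted p = 0.0145), a call lost with the deposited normalized values and without DoxR replicate 1.
By list, 2 of 8 measured transporters of Table 1 rose and 3 fell (adjusted p = 0.984 for the set), and 2 of 14 other genes of Table 1 rose and 4 fell (adjusted p = 0.782). These are the genes the study looked at on these samples, so the counts are no independent evidence. Of 16 other ABC transporter genes, ABCA12 and ABCG4 rose (adjusted p = 0.720 for the set), and both calls were lost with the deposited normalized values. Of 27 genes of anthracycline action and metabolism, 2 rose and 7 fell (adjusted p = 0.677), or 3 and 7 adjusted over the list alone. AKR1C2 fell by log2 5.60 (adjusted p = 5.0e-11), or 4.84 with the deposited normalized values, AKR1C3 by 1.41 (5.9e-05) and GSTP1 by 0.77 (0.000923). Of 18 genes of the BCL2 family, 2 rose and 4 fell (adjusted p = 0.782), and of 18 p53 targets 4 rose and 4 fell (0.984), among them CDKN1A, the inhibitor p21, up by log2 3.35, or 1.88 with the deposited normalized values. Of 16 histone deacetylases and sirtuins, 1 rose and 3 fell (adjusted p = 0.677). Apart from the anthracycline list, the counts were the same adjusted over each list alone.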

No other known drug resistance genes had significant differential expression between the DoxR-v and DoxR cells to explain how the DoxR-v cells were equally resistant to doxorubicin despite having lower P-gp expression.

Genes differentially expressed in the DoxR-v cells relative to the parental (WT) lines were analyzed in an effort to determine alternative pathways for doxorubicin resistance following Vorinostat co-treatment. 

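The genes that changed most between DoxR-v and WT cells have varied functions. NPY, a neuropeptide, GRIN1, a glutamate receptor subunit, MECOM, a transcription factor, and LCP1, an actin-bundling protein, were among those that rose most. TCEAL7, TMSB4X (thymosin beta 4), CD24, CDKN2A (a cell cycle inhibitor) and PITX1 were among those that fell most. DoxR-v cells had 3138 genes called against WT, 1611 higher and 1527 lower (5126 of 21730 probes), and 1073 of them changed over 2-fold. NPY rose by log2 5.17 (adjusted p = 5.5e-09), GRIN1 at least 41.7-fold, MECOM at least 13.3-fold and LCP1 at least 16.0-fold. TMSB4X changed by log2 −4.14 (adjusted p = 5.5e-09), CDKN2A by −3.92 (3.4e-07), PITX1 by −3.74 (9.1e-09) and CD24 by −4.07 (2.6e-07), while TCEAL7 fell at least 21.5-fold. The deposited normalized values gave smaller changes. GRIN1 rose by log2 3.67, MECOM by 2.33 and LCP1 by 2.43, and CD24 changed by −2.19, CDKN2A by −2.91, PITX1 by −2.53 and TCEAL7 by −2.89.
Of 26 genes of the G2/M phase 9 rose and none fell, among them NDC80 by log2 0.97, KIF23 by 0.90 and BUB1 by 0.80, also when adjusted over the list alone. The set shifted upward (median log2 0.47, adjusted p = 0.00230), though not with an estimated correlation (adjusted p = 0.524 with an estimated correlation). Of 21 G1/S genes 2 rose (adjusted p = 0.119, or 0.0489 with the deposited normalized values, adjusted p = 0.731 with an estimated correlation).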

Volcano plots (Figure 2, a–b), demonstrate a similar pattern of differentially expressed genes (DEGs) in the SK-N-SH and SK-N-Be(2)C DoxR-v lines. 

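DoxR and WT-v cells each had a wide response, and many of its genes were called in the same direction in DoxR-v cells. FGL2 (a fibrinogen-like protein), LRRC17 and GPR83 (a receptor) rose most in DoxR cells, and DLK1 (a Notch ligand relative), TAGLN3 and CDKN1A fell. MAGEB2, GCA (grancalcin), IGFBP3 and MSN (moesin) rose in WT-v cells, and SCG5 and CDKN1A fell. NPY, GRIN1 and MECOM rose in all 3 groups against WT. In DoxR cells 4091 genes were called, 2115 higher and 1976 lower (6659 probes), and in WT-v cells 3285, 1762 higher and 1523 lower (5545 probes). In DoxR cells FGL2 rose at least 52.1-fold, GPR83 at least 25.1-fold and LRRC17 by log2 5.93, while DLK1 changed by −6.13 (adjusted p = 2.0e-11) and CDKN1A by −4.54 (1.5e-10). In WT-v cells MAGEB2 rose at least 30.8-fold, GCA at least 18.5-fold and MSN by log2 4.32 (adjusted p = 2.0e-07), while SCG5 changed by −4.68 (2.9e-09) and CDKN1A by −4.53 (2.8e-10). Changes were again smaller in the deposited normalized values, where FGL2 rose by log2 4.11, GPR83 by 3.19, LRRC17 by 4.74, MAGEB2 by 3.42, GCA by 2.78 and MSN by 3.21, and SCG5 changed by −3.85 and CDKN1A by −2.93 in DoxR and −2.92 in WT-v cells.
DoxR-v and DoxR cells shared 754 higher and 742 lower genes, where independent lists of these sizes would share 281 and 249, and 191 genes went opposite ways. DoxR-v and WT-v cells shared 675 higher and 675 lower genes (234 and 192 by independent lists, 137 opposite). DoxR and WT-v cells shared 746 and 723 (307 and 248, 193 opposite). All comparisons use the same WT arrays, so part or all of the excess may come from them. In 100 simulations of unchanged groups against shared controls, a mean of 0.00 to 0.01 genes was shared, at most 1. The simulations held only the spread between arrays of a group. They therefore cannot show how many shared genes a deviation of the WT cells themselves would give. The covariance of log2 fold changes was 0.250, 0.209 and 0.239 for the 3 pairs against 0.0188 in the simulations. Their correlation was 0.473, 0.496 and 0.463, no higher than the 0.501, 0.500 and 0.500 of the simulated unchanged groups.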

DEGs common to both cell lines were compared between the DoxR-v, DoxR, and WT-v lines (Figure 2c). The 405 DEGs unique to the DoxR-v versus WT comparison were selected for further analysis, to hone in on the genetic changes responsible for drug resistance following this specific treatment combination. 

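Genes called in DoxR-v cells alone included YBX3 (a cold-shock domain protein), CALD1 (caldesmon, an actin-binding protein) and ADA (adenosine deaminase). They were not called in DoxR or in WT-v cells. Many of them also differed between DoxR-v and DoxR cells directly. In SK-N-Be(2)C cells 919 genes were called in DoxR-v against WT and in neither other comparison with WT, and 202 of them changed over 2-fold. Another 732 were shared with DoxR only, 532 with WT-v only and 955 with both, while 1697 were called in DoxR alone and 1091 in WT-v alone. Being called in 1 comparison and not in another does not test the difference, so the direct comparison was also made. Of the 919, 540 (58.8%) were called in DoxR-v against DoxR in the same direction, 303 higher and 237 lower, against 249 of 499 with the deposited normalized values. DoxR-v against DoxR gave 3536 of 12138 genes in all, 1784 higher and 1752 lower (5652 probes). The 919 were chosen on the same arrays for not being called in DoxR cells, which favours a call in this comparison. DoxR-v cells were not compared directly with WT-v cells, so that side was not tested. ADA rose by log2 1.75 against WT (adjusted p = 9.9e-06) and 1.71 against DoxR (6.9e-06), and 1.13 against WT with the deposited normalized values. In 5149 genes the difference of DoxR-v from DoxR cells was unlike that of WT-v from WT cells (2472 higher, 2677 lower, 8420 probes). DoxR-v cells were made resistant in parallel to DoxR cells, so this contrast cannot tell vorinostat from separate selection.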

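The genes with the largest changes cover several functions. YBX3 binds nucleic acids, PROK2 is a secreted peptide and CPED1 has a cadherin-like domain, and all 3 rose in DoxR-v cells. CALD1 binds actin, TNFRSF21 is a death receptor, ST8SIA2 adds polysialic acid to adhesion molecules, and SCARNA11 guides RNA modification, and all 4 fell. YBX3 rose at least 26.3-fold against WT (adjusted p = 6.3e-09), PROK2 at least 11.9-fold (2.3e-09) and CPED1, detected on 1 of 3 WT arrays, 12.6-fold (6.3e-09). CALD1 changed by log2 −3.68 (adjusted p = 2.1e-08), TNFRSF21 by −1.80 (1.2e-05), ST8SIA2 by −2.06 (2.8e-06) and SCARNA11 by −2.69 (0.000128). Against DoxR, YBX3 rose at least 29.9-fold and CPED1 at least 11.3-fold, PROK2 rose by log2 3.30, and CALD1 changed by −4.03, TNFRSF21 by −1.76, ST8SIA2 by −1.50 and SCARNA11 by −2.02. On other probes CPED1 rose less in DoxR-v cells against WT (log2 1.37 and 1.54). On the probe used it fell in WT-v cells (log2 −0.68, adjusted p = 0.00602). In DoxR cells PROK2 rose and CPED1 fell against WT, but those calls were lost with the deposited normalized values. With those values YBX3 rose by log2 3.32, PROK2 by 2.21 and CPED1 by 1.83 in DoxR-v cells, and CALD1 changed by −2.71, ST8SIA2 by −1.43 and SCARNA11 by −1.83.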

The 51 genes with the greatest differential expression (fold change >2) are shown in Table 2, and displayed visually as heat maps in Figure 3. 

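Nearly all genes of the supplementary list that could be measured changed in SK-N-Be(2)C DoxR-v cells in the direction the paper gives. The list holds the genes named above such as YBX3, CALD1 and PON2. Fewer of them were limited to DoxR-v cells when the limits were applied to this line alone. Of 405 genes, 375 were measured, 374 had the same sign and 359 (95.7%) were called in the same direction, with none called the opposite way. Of the 375, 98 were also called in DoxR and 86 in WT-v cells, and 214 were called in DoxR-v cells alone. Of the 359, 229 were called in DoxR-v against DoxR in the same direction. The study chose this list on these samples, so the counts are no independent evidence. The deposited normalized values gave 356 calls. The fold here was a median 1.11 times that of the paper, and 1.00 times with the deposited normalized values.

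**Figure D3:**
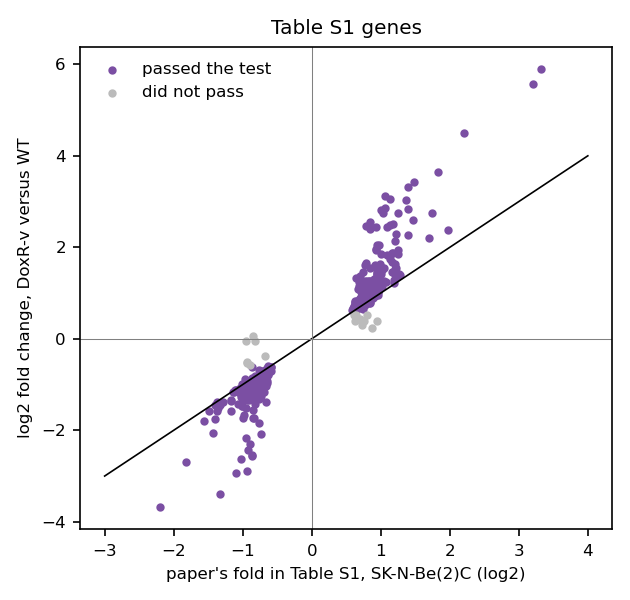
Log2 fold change in DoxR-v against WT cells computed here against the log2 fold the paper gives for SK-N-Be(2)C, 375 genes (points). Purple points passed the test, grey points did not, and the line marks equal values.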

The complete list of all 405 DEGs (fold change >1.5, p<0.1) unique to the DoxR-v versus WT comparison are shown in Table S1. Expression of these 405 DEGs in WT and DoxR-v cells for the SK-N-SH and SK-N-Be(2)C lines are displayed visually as heat maps in Figures S1 and S2, respectively. Among these DEGs, 181 (44.7%) were significantly down-regulated in the DoxR-v cells, while the remaining 224 (55.3%) were up-regulated.

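Genes that rose and genes that fell were nearly balanced in DoxR-v cells. ACAD11 and ACAA1, of fatty acid oxidation, are on the higher side and the death receptor TNFRSF21 and the glutathione transferase GSTP1 on the lower side. Of the Table S1 genes called here, 198 rose and 161 fell. Among the 919 genes called in DoxR-v cells alone, 484 (52.7%) rose and 435 fell. With median scaling in place of quantile normalization 76.3% of them rose, so the balance depends on how the arrays are brought to 1 scale.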

To confirm the results of the whole genome analysis, qRT-PCR was performed on selected DRGs. Expression of somatostatin (SST), paraoxanase 2 (PON2) and endothelial PAS domain protein 1 (EPAS1) in the WT-v, DoxR and DoxR-v cells relative to their parental lines is shown in Figure 4. Relative expression of these genes based on microarray analysis and qRT-PCR is compared in Table 3.

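SST encodes somatostatin, a peptide hormone, PON2 a paraoxonase that limits oxidative damage, and EPAS1 the hypoxia-inducible factor HIF-2α. All 3 rose in DoxR-v cells against WT and against DoxR cells. SST was not well above background in the other groups. Against WT, PON2 was called in DoxR-v cells alone, and EPAS1 also rose in WT-v cells. SST rose at least 25.9-fold against WT (adjusted p = 2.9e-08) and at least 29.4-fold against DoxR (9.4e-09), with a log2 signal of 10.33 ± 0.64 in DoxR-v cells (SD, n = 3). Its change against WT was log2 3.21 with the deposited normalized values, below the bound from the main values. The qRT-PCR fold of SST in Table 3 is lower than both, while those of PON2 and EPAS1 exceed their array folds. PON2 was 8.36 ± 0.13 in WT, 8.29 ± 0.18 in WT-v, 7.89 ± 0.07 in DoxR and 10.72 ± 0.08 in DoxR-v cells. It rose 5.16-fold against WT (adjusted p = 7.9e-08) and 7.14-fold against DoxR (6.2e-09). EPAS1 was 7.37 ± 0.81 in WT, 8.27 ± 0.14 in WT-v, 7.18 ± 0.14 in DoxR and 9.21 ± 0.59 in DoxR-v cells. It rose 3.60-fold against WT (adjusted p = 0.00149) and 4.09-fold against DoxR (0.000529), and by log2 1.25 against WT with the deposited normalized values. In WT-v cells it rose by log2 0.90 (adjusted p = 0.0618), a call lost with the deposited normalized values, without the detection filter and without single arrays. In DoxR cells none of the 3 passed, though PON2 was lower (log2 −0.47, adjusted p = 0.016) and missed only the fold limit.

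**Figure D4:**
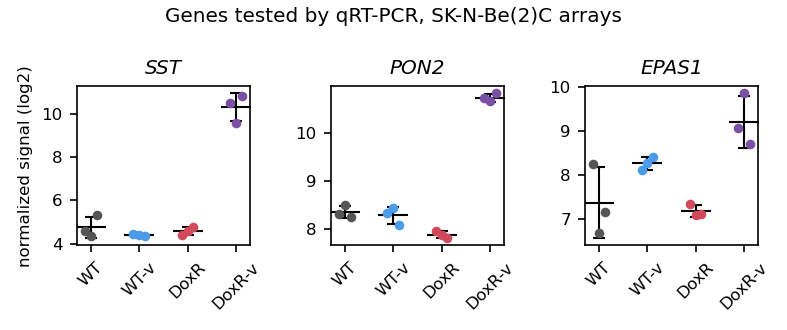
Log2 signal of SST, PON2 and EPAS1 on each of 12 arrays (points) in WT, WT-v, DoxR and DoxR-v cells. Bars are the mean and SD of 3 arrays.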

### Functional Analysis

Functional analysis based on mapping of biological processes from the Gene Ontology Database was performed using the 405 DEGs unique to the DoxR-v versus WT comparison for both cell lines. For 34 different biological processes, a statistically greater than expected number of the genes annotated to that process were differentially expressed (Table 4). These altered biological processes included a predominance of those involved in cellular metabolism, cellular biosynthetic processes, and regulation of the cytoskeleton and microtubule structure. 

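Single genes of metabolism and of the cytoskeleton changed in DoxR-v cells. ADA and GART (purine metabolism) and PCK2 (mitochondrial PEP carboxykinase) rose, while ACO1 (aconitase), IDH3G (a subunit of isocitrate dehydrogenase) and SUCLG1 (a subunit of succinyl-CoA ligase) fell. ARPC1B, a subunit of the actin-nucleating Arp2/3 complex, CORO2A, a coronin, TUBA4A, a tubulin, and KIF1B, a kinesin, rose. CLIP3 and STMN4, which act on microtubules, fell. ARPC1B rose 2.30-fold (adjusted p = 7.6e-05), CORO2A by log2 1.44 (8.0e-05), TUBA4A by 2.92 (1.2e-06) and KIF1B by 1.23 (2.8e-05). PCK2 rose by 0.90 (adjusted p = 0.000382) and GART by 0.65 (0.00243). CLIP3 changed by log2 −1.57 (adjusted p = 5.0e-05), STMN4 by −1.70 (1.4e-05), IDH3G by −1.17 (5.8e-05), ACO1 by −1.02 (0.000108) and SUCLG1 by −1.00 (0.000198). TUBA4A rose by 1.83 and STMN4 changed by −1.02 with the deposited normalized values, and the calls of KIF1B and GART were lost with the mean of all probes.
None of these lists shifted as a set, except the actin regulators with the deposited normalized values. Of 31 actin regulators 10 rose and 3 fell (adjusted p = 0.105, or 0.0453 with those values, adjusted p = 0.631 with an estimated correlation), of 37 tubulins and microtubule regulators 7 rose and 4 fell (0.366), of 23 genes of the tricarboxylic acid cycle 4 rose and 5 fell (0.722), of 23 of purine nucleoside metabolism 4 rose and 2 fell (0.344), and of 17 of glycolysis 3 rose, among them ENO2, and 2 fell (0.707). The counts were the same adjusted over each list alone. Among the 919 genes called in DoxR-v cells alone were 5 actin regulators (2.35 by chance, adjusted p = 0.406), 4 of microtubules (2.80, 0.918), 5 of the tricarboxylic acid cycle (1.74, 0.197), 5 of purine metabolism (1.74, 0.197) and 2 of glycolysis (1.29, 0.923). The Gene Ontology test itself was not rerun, so these lists stand in for its terms. Table 4 rests in part on these samples, so lists that follow its themes are no independent evidence.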

A hierarchical flowchart of these altered biological processes is included as Figure S3.

## Discussion

In the first study of the long-term effect of HDAC inhibition with vorinostat on the development of chemotherapy resistance, we herein demonstrate that vorinostat alters the mechanism but does not prevent the development of multidrug resistance. Cells treated intermittently with vorinostat each time the dose of doxorubicin was increased in generating resistance had significantly reduced expression of the *mdr1* gene and its protein product, P-gp, yet still demonstrated equivalent functional resistance to doxorubicin and etoposide. Whole genome analysis did not identify any known multidrug resistance genes that were upregulated in the vorinostat-treated cells to compensate for the lower expression of *mdr1.* However, several specific genes and biological processes that may play a role in the alternative mechanism of resistance following vorinostat treatment were identified.

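Against WT, DoxR-v cells had higher RNA of NQO1, a quinone reductase, and CBR3, a carbonyl reductase that can reduce anthracyclines. NQO1 also rose in DoxR cells. GSTP1, a glutathione transferase, and AKR1C2, a reductase, fell in DoxR-v cells. BCL2L1, which blocks apoptosis, rose in DoxR-v cells and BAK1, which promotes it, fell. NQO1 rose by log2 1.69 in DoxR-v (adjusted p = 1.5e-06) and 1.35 in DoxR cells (5.4e-06), and CBR3 at least 1.86-fold in DoxR-v cells (0.00348). GSTP1 changed by log2 −1.00 (adjusted p = 0.000202) and AKR1C2 by −2.59 (1.5e-07), or −1.93 with the deposited normalized values. BCL2L1 rose by log2 0.60 (adjusted p = 0.0116) and BAK1 changed by −0.78 (0.0211). The calls of CBR3, BCL2L1 and BAK1 were lost with the deposited normalized values. Of 27 genes of anthracycline action and metabolism 6 rose and 2 fell (adjusted p = 0.722 for the set), of 18 of the BCL2 family 1 rose and 2 fell (0.722), and of 14 heat shock proteins 2 rose and 1 fell (0.334), also when adjusted over each list alone. The paper reports lower ABCB1 RNA and lower P-glycoprotein with equal resistance, and no known multidrug resistance gene raised in compensation. It concludes that vorinostat changes the mechanism of resistance without preventing it. Resistance itself was not measured on these arrays.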

Prior studies of histone deacetylase inhibitors, including Vorinostat, in neuroblastoma have focused on their short term effects where they have been shown to induce apoptosis of human neuroblastoma cells *in vitro* and *in vivo* [16], [17]. As vorinostat becomes more widely utilized in human clinical trials, it is important to understand the long-term effect of treatment with this drug on neuroblastoma responsiveness to standard cytotoxic agents [4], [10], [18]. Interest in the ability of HDAC inhibitors to prevent or reverse the development of drug resistance stems from findings of elevated HDAC expression in drug resistant neuroblastoma cell lines. Keshelava et al demonstrated that HDAC1 was upregulated in multidrug resistant neuroblastoma cell lines relative to drug-sensitive lines [19]. Inhibition of HDAC1 expression or activity resulted in synergistic killing of multidrug resistant cells when combined with standard cytotoxic agents. Oehme et al found elevated HDAC8 expression in primary human neuroblastoma samples from children with advanced and metastatic disease [20]. They reported that small-molecule inhibition of HDAC8 induced cellular differentiation and reduced proliferation. In both of the above studies, however, the effect of the HDAC inhibitors was studied in neuroblastoma cell lines that already displayed the multidrug resistance phenotype or other high-risk features. Our study is the first to investigate the effect of an HDAC inhibitor during induction of resistance to a commonly used cytotoxic agent by exposure to progressively increasing concentrations of the drug.

Our results provide further proof that expression of the P-gp drug efflux pump is only one component of the multi-drug resistance phenotype, which is also mediated by other drug efflux pumps and aspects of the cellular structure and tumor microenvironment [21]. We demonstrate that co-treatment with vorinostat can reduce expression of the *ABCB1 (mdr1)* gene and its protein product P-gp, yet these cells are equally resistant to doxorubicin and etoposide. We hypothesize that the effect of vorinostat on P-gp expression may be partially mediated by hypoxia inducible factor −1α (HIF-1α). We and others have demonstrated that histone deacetylase inhibitors, including vorinostat, can reduce HIF-1α activity in tumor cells [22], [23]. In turn, HIF-1α has been shown to bind to the promotor region of the *mdr1* gene to increase its expression under hypoxic conditions [24]. Therefore, long-term inhibition of HIF-1α activity by vorinostat treatment could partially explain the reduced expression of P-gp. 

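HIF1A, which encodes HIF-1α, did not pass on any probe in DoxR cells, and its probes differed from each other in DoxR-v and WT-v cells. Several RNAs that HIF induces were lower than in WT in each of the 3 groups. NDRG1, a hypoxia-induced stress gene, fell in each, VEGFA, an angiogenic factor, fell in DoxR-v and WT-v cells, and ALDOC, an aldolase, in DoxR-v and DoxR cells. PFKFB3, a glycolytic regulator that hypoxia also induces, rose in DoxR-v and DoxR cells. On the probe used, HIF1A rose in DoxR-v cells by log2 0.79 against WT (adjusted p = 0.00357) and by 0.69 against DoxR (0.00659), the latter lost with the mean of all probes, and did not pass in WT-v cells. On 2 other probes it rose in WT-v cells (log2 0.92 and 0.65, adjusted p = 0.00329 and 0.0279) and did not pass in DoxR-v cells (0.56 and 0.47). VEGFA changed by log2 −2.10 in DoxR-v (adjusted p = 9.4e-06) and −0.80 in WT-v cells (0.0101), and the WT-v call was lost with the deposited normalized values. NDRG1 fell at least 4.80-fold in DoxR-v and at least 5.27-fold in WT-v cells, and changed by log2 −1.98 in DoxR cells (adjusted p = 0.00518). NDRG1, with the deposited normalized values, changed by −1.19, −1.20 and −1.00 and VEGFA by −1.01 in DoxR-v cells. ALDOC changed by −1.57 in DoxR-v and −1.98 in DoxR cells, and PFKFB3 rose by 1.99 and 1.71. Of 24 genes of the hypoxia response 10 fell and 1 rose in DoxR-v (set adjusted p = 0.0111, adjusted p = 0.731 with an estimated correlation). In DoxR cells 11 fell and 2 rose (adjusted p = 0.0452, adjusted p = 0.929 with an estimated correlation). In WT-v cells 9 fell and none rose (adjusted p = 0.0248, adjusted p = 0.764 with an estimated correlation). Against DoxR, 4 rose and 1 fell in DoxR-v cells (adjusted p = 0.782), so the lower values in all 3 groups may come from the WT cells that they share. Of 10 HIF subunits and regulators 3 rose and 1 fell in DoxR-v cells (adjusted p = 0.564). The counts were the same adjusted over each list alone. These are RNA levels and not HIF-1α activity.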

At the same time, however, a recent prospective analysis of neuroblastoma tissue specimens suggested that the level of *mdr1* expression had no prognostic significance [6]. The present work confirms that neuroblastoma cells can develop equivalent multidrug resistance despite decreased P-gp expression.

We identified 405 additional genes with differential expression unique to the DoxR-v cells. 

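Among the genes called in DoxR-v cells alone there was 1 ABC transporter gene, ABCB8, which encodes a mitochondrial transporter. ABCB1, ABCB6 and ABCC9, which changed in DoxR-v cells, changed in DoxR cells as well, and so did ABCC5 on 1 of its 2 probes. A second, dim ABCC9 probe fell in DoxR cells (log2 −0.93, adjusted p = 0.0219) and did not pass in DoxR-v cells (−0.43, 0.294). None of the 8 measured transporters of Table 1 was called in DoxR-v cells alone (0.606 by chance, adjusted p = 1.00), and 1 of 16 other ABC transporter genes was (1.21 by chance, adjusted p = 1.00). ABCB8 was called higher (adjusted p = 0.00946), but it was detected on none of the WT arrays and the detection limit allows no fold. Its call was lost with the deposited normalized values, without background correction, with an offset of 50 and without WT replicate 2. Of the 16 others, 2 rose and 2 fell in DoxR-v cells in all (adjusted p = 0.838), also when adjusted over the list alone. ABCA2 rose by log2 1.21 (adjusted p = 0.00234), a call lost with the deposited normalized values.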

Although no drug transporter proteins were included in this list, several of the identified genes have been previously shown to play a role in drug resistance. Endothelial PAS domain protein 1 (EPAS1), otherwise known as hypoxia-inducible factor 2α has been shown to play a key role in tumor responsiveness to chemotherapy. Elevation of HIF-2 (EPAS1) has been shown to suppress p53 function, and its knockdown can restore p53 function and reverse resistance to chemotherapy-induced cell death [25]. Furthermore, HIF-2 (EPAS1) has been shown to promote hypoxia response element (HRE)-driven gene expression, and shRNA knockdown increased renal cell carcinoma sensitivity to ionizing radiation [26]. If, as postulated above, HIF-1α activity is suppressed by vorinostat, which in turn leads to decreased P-gp expression, then increased HIF-2α (EPAS1) activity may mediate an alternative pathway by which the cells respond to the stress of the chemotherapeutic agents. Prior studies have shown that HIF-1α and HIF-2α activities have a reciprocal relationship: knockdown of HIF-1α induces HIF-2α (EPAS1) upregulation [27]. It is also known that HIF-2 activity is stimulated by Sirtuin 1 (sirt1), a class III HDAC that was upregulated in both our DoxR and DoxR-v cells, and which is not suppressed by vorinostat [28]. 

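SIRT1 encodes a NAD-dependent deacetylase. Its RNA rose in DoxR cells and did not pass the fold limit in DoxR-v cells, where it was intermediate. WT-v cells did not differ from WT. The log2 signal was 8.30 ± 0.27 in WT, 8.07 ± 0.23 in WT-v, 9.60 ± 0.05 in DoxR and 8.89 ± 0.18 in DoxR-v cells (SD, n = 3). SIRT1 rose by log2 1.30 in DoxR cells (adjusted p = 5.4e-05). In DoxR-v cells the difference from WT was log2 0.58 (SE 0.17, adjusted p = 0.0195), a fold of 1.499. It passed with median scaling and without WT replicate 3 or DoxR-v replicate 2. In WT-v cells it was −0.23 (adjusted p = 0.318).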

Further work is required to identify downstream targets of HIF-2α (EPAS1) which may mediate drug-resistance in vorinostat-treated cells.

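STOM encodes stomatin, a membrane protein, and EBF3 a transcription factor with tumour suppressor functions. STOM rose in DoxR-v cells and EBF3 fell, against WT and against DoxR. On the probes used neither gene passed in DoxR or in WT-v cells, but a second STOM probe fell in DoxR cells. STOM was 10.74 ± 0.16 in WT, 10.24 ± 0.19 in WT-v, 10.27 ± 0.07 in DoxR and 12.15 ± 0.21 in DoxR-v cells (log2 signal, SD, n = 3). It rose 2.66-fold against WT (adjusted p = 2.3e-05) and 3.70-fold against DoxR (1.0e-06). The second probe changed by log2 −0.97 in DoxR cells (adjusted p = 0.00182) and rose by 1.40 in DoxR-v cells (0.000200). EBF3 was 9.77 ± 0.05 in WT, 9.39 ± 0.13 in WT-v, 9.60 ± 0.02 in DoxR and 8.51 ± 0.20 in DoxR-v cells. It changed by log2 −1.26 against WT (adjusted p = 2.1e-05) and −1.09 against DoxR (4.7e-05).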

A number of additional DEGs identified by our whole genome analysis have been previously postulated to play a role in chemotherapy resistance and other aspects of an aggressive tumor phenotype. Paraoxanose-2 upregulation has been found to correlate with chemotherapy resistance via an antioxidative mechanism which reduces oxidative damage to the endoplasmic reticulum [29]. Stomatin is a membrane protein that may serve as a skeleton anchor and regulate cation transport through lipid membranes, and it has been found upregulated in doxorubicin resistant tumors [30]. Finally, EBF3 has been identified as a tumor suppressor gene which mediates cell cycle arrest and apoptosis and whose expression is down regulated in a number of malignancies [31].

The genes with unique differential expression in the vorinostat co-treated doxorubicin-resistant cells are known to play key roles in a number of biological processes which have been implicated in the drug resistance phenotype. 

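Many genes of cholesterol synthesis fell in DoxR-v cells. HMGCS1 (HMG-CoA synthase) acts early in the pathway, and MSMO1, NSDHL and EBP act on sterols late in it. SQLE (squalene epoxidase) and SC5D fell against DoxR cells. Some genes of fatty acid oxidation rose, among them ACAD11, ACAA1 and CPT2. HMGCS1 changed by log2 −1.58 (adjusted p = 6.4e-06), NSDHL by −1.75 (1.5e-06), MSMO1 by −1.85 (5.4e-06) and EBP by −1.52 (9.7e-06) against WT. Against DoxR, SQLE changed by −1.44 (adjusted p = 1.1e-05), SC5D by −1.29 (0.000136) and NSDHL by −1.17 (2.8e-05). Of 21 genes of cholesterol and isoprenoid synthesis 10 fell and 1 rose against WT (set adjusted p = 0.00168, adjusted p = 0.218 with an estimated correlation). Against DoxR, 11 fell and 2 rose (adjusted p = 0.0137, adjusted p = 0.452 with an estimated correlation). In DoxR cells 4 fell and 3 rose (adjusted p = 0.706), and in WT-v cells 1 fell and 6 rose (0.472). HMGCS1, NSDHL, SQLE and SC5D were called in DoxR-v cells alone (1.59 by chance, adjusted p = 0.406). The list follows a theme of Table 4, and HMGCS1 and NSDHL are in Table 2. Both tables come partly from these samples, so these results are no independent evidence.
Of 21 genes of fatty acid oxidation 7 rose and 1 fell (set adjusted p = 0.192). ACAD11 rose by log2 1.13 (adjusted p = 0.000138), ACAA1 by 1.06 (0.000866) and CPT2 by 0.82 (0.000878). Of the 21, 6 were called in DoxR-v cells alone, all higher, where 1.59 would be by chance (Fisher's exact test p = 0.00374, adjusted p = 0.112 over 30 lists). Of 14 genes of fatty acid synthesis 2 rose and 1 fell (adjusted p = 0.551). The counts of each list were the same adjusted over the list alone.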

Of particular note, the DoxR-v cells were found to have statistically significant differential expression of genes involved in cellular metabolism, including ketone metabolism (GO:0042180) and lipid metabolism (GO:0006629). Alterations in the metabolic needs of tumor cells are increasingly recognized as a mechanism by which cells survive the stress of chemotherapy. Metabolic alterations in lipid metabolism have been proposed as an advantageous mechanism which helps tumor cells escape chemotherapy-induced apoptosis [32]. In drug-resistant colorectal cancer cells, alterations in lipid metabolism have been demonstrated and are postulated to offer a growth advantage under stress conditions [33]. Alterations in lipid metabolism may also alter drug uptake via changes in the properties of the cell’s lipid bilayer [21].

In conclusion, we have shown that intermittent therapy with Vorinostat has long-term effects on the development of resistance to doxorubicin in neuroblastoma cell lines. Vorinostat reduces expression of P-glycoprotein, the protein product of the *mdr1* gene, but does not prevent the functional development of multidrug resistance. Whole genome analysis identified several genes, including HIF-2α (EPAS1), whose differential expression might partially explain the equivalent multidrug resistance in the vorinostat treated cells. Further work is needed to investigate these differentially expressed genes, their downstream targets, and the biological process involved to fully delineate the implications of vorinostat on the long-term development of multidrug resistance in neuroblastoma.

## Supporting Information

Figure S1 **Heat map for the SK-N-SH cell line.** The heat map demonstrates relative expression of all 405 DEGs unique to the DoxR-V versus WT comparison.
(TIF)

Figure S2 **Heat map for the SK-N-Be(2)C cell line.** The heat map demonstrates relative expression of all 405 DEGs unique to the DoxR-V versus WT comparison.
(TIF)

Figure S3 **Flowchart of the biological processes involved by the 405 DEGs unique to the DoxR-v versus WT comparison**. Respective lines in each box display (1) the Gene Ontology ID, (2) The Gene Ontology biological process name, (3) the adjusted p value calculated by the Fisher exact test, and (4) the number of DEGs annotated to this process/the expected number of DEGs for this process.
(TIF)

Table S1 **List of all 405 unique genes differentially expressed (fold change >1.5, adjusted p<0.1) in both DoxR-v cell lines relative to their parental (WT) lines, and not differentially expressed in the DoxR or WT-v lines.**
(DOCX)

How the deposited data were processed for this re-analysis (not part of the article)

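Gene expression was measured in SK-N-Be(2)C neuroblastoma cells on Human HT-12 v4 BeadChips, in 4 groups of 3 arrays: WT, WT-v (vorinostat alone), DoxR (doxorubicin-resistant) and DoxR-v (made resistant with vorinostat at each increase of the dose). Samples of SK-N-SH cells were not analysed here. The starting point was a probe signal intensity per array, which as deposited by the authors was summarised from beads and not normalized between arrays. Per the file headers each signal comes with a detection p-value, which on this platform is computed from the negative control probes of the array before deposit. A second set of intensities, quantile normalized by the authors, is on a linear scale with the same distribution on every array (median 149, lowest value 116). The submitters' processing notes name lumi 2.13.3 and R 3.0.1, and the paper names lumi and cites a normalization method. The software that summarised beads to probe signals is not stated.

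The median probe signal was 98.8 to 115 in WT, 119 to 125 in WT-v, 104 to 121 in DoxR and 103 to 116 in DoxR-v arrays. The signals were background-corrected by normexp with the parameters inferred from the detection p-values (offset 16), quantile normalized and put on a log2 scale. Of 47323 probes, 30113 had 1 gene symbol, 8 had several and 17202 were unnamed. Symbols were matched to RefSeq by Entrez ID for 30074 probes. Probes with a detection p-value under 0.01 on at least 1 array were kept, as in the paper, which left 21730. Of these, 16412 had 1 symbol and gave 12138 genes. A gene took the probe with the highest mean over all arrays. Signals were compared with limma 3.58.1 in R 4.3.3, with 1 mean per group, an empirical Bayes estimate of the spread, and Benjamini-Hochberg adjustment over all probes tested. A probe was called at an adjusted p under 0.1 and a fold change over 1.5. The comparisons were DoxR-v, DoxR and WT-v each against WT, DoxR-v against DoxR, and DoxR-v minus DoxR less WT-v minus WT. The last is called the difference of the vorinostat effect, though separate selection of DoxR and DoxR-v cells could also enter it. Where the lower group was not detected on any of its arrays, the fold was computed from the lowest detected signal of its arrays and is printed as at least that value. It is a bound within the main values and not across the other treatments of the values.

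Tested on simulated data with the spread of these arrays, DoxR-v against WT recovered 84 of 100 probes changed by log2 1 and 100 of 100 changed by log2 2, and called 38 of 21500 unchanged probes (0.177%). DoxR-v against DoxR recovered 84 of 100 at log2 1, and the difference of the vorinostat effect 46 of 100.

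Gene lists were fixed before the array values were seen, but drew on general knowledge, the paper's tables and the themes of Table 4. They cover 30 topics: drug transporters of Table 1, other drug resistance genes of Table 1, other ABC transporters, ABCB1 neighbours, anthracycline targets and metabolism, the BCL2 family, p53 targets, DNA repair, histone deacetylases and sirtuins, HIF subunits and regulators, the hypoxia response, glycolysis, the tricarboxylic acid cycle, fatty acid oxidation and synthesis, cholesterol synthesis, purine metabolism, actin regulators, tubulins, neuronal differentiation, catecholamine genes, neurotrophin signalling, mesenchymal markers, G1/S and G2/M genes, replication-dependent histones, heat shock proteins, the unfolded protein response, MHC class I and blood cell markers. Each list with at least 5 measured genes was tested with camera of limma with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. Chromosomes with at least 30 measured genes were tested in the same way. This test was planned after the chromosomes of genes in the paper's supplementary list had been seen. Genes called in DoxR-v cells alone were counted in each list with Fisher's exact test, adjusted over 30 lists. The paper drew its tables and themes partly from these samples. Results of lists that follow them are therefore no independent evidence. Genes shared between comparisons were set beside the number that independent lists would share and beside 100 simulations of unchanged groups against shared controls. The 3 WT arrays are too few to be split into separate sets of 2 or more, so separate controls were not tried.

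The alternatives planned before the values were seen were the deposited normalized values, no background correction, a normexp offset of 50, median scaling, no detection filter, detection on at least 3 arrays, only the groups compared, a replicate block, the mean of all probes of a gene, an adjusted p under 0.05, a fold change over 2, and leaving out each array in turn. A BeadChip block was planned too, but the files name no BeadChip. Runs of 30 genes in chromosome order against 100 shuffled orders were added after the data were seen. The Gene Ontology analysis, the western blots, the qRT-PCR and the drug sensitivity assays were not redone. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.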

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

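The tests of the explanations below were chosen after the results were seen, as were the runs of genes in chromosome order.

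The difference of DoxR-v from DoxR cells was unlike that of WT-v from WT cells for 10 genes of Tables 1 and 3. DoxR and DoxR-v cells were selected separately, so this contrast cannot tell vorinostat from selection. DoxR-v minus DoxR, less WT-v minus WT, was log2 6.09 for SST, 4.47 for ABCC3, 3.37 for TH, 3.22 for ABCC9, 2.91 for PON2, 1.13 for EPAS1, −0.71 for ABCC4, −0.89 for BCL2, −1.25 for ABCB1 and −1.97 for BDNF. SST was detected on no array of WT, WT-v or DoxR cells, so the size of its difference is not known. With the detection limit in place of undetected groups, the difference was at least log2 2.38 for TH and 2.50 for ABCC9 (undetected in DoxR cells), and −1.02 or beyond for BDNF (probe undetected in WT cells). The calls of ABCC4 and BDNF were lost with the mean of all probes, that of ABCC4 also without WT replicate 1 or WT-v replicate 1, and that of EPAS1 under several alternatives. The paper compares the groups in pairs, and no test of this difference was found in its text.

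ABCB1 and the genes beside it were higher in DoxR than in WT cells (median log2 2.08 over 10 neighbours). Background correction or scaling of the arrays would not explain it, since the lowest median of the neighbours under another treatment of the values was 1.36. A change at the ABCB1 promoter alone would leave the neighbours unchanged, and their median was 2.08. That median is the pattern itself and no separate test. A change shared by a stretch of chromosome 7, such as a gain of DNA copies or of open chromatin, would raise a run of adjacent genes. A run of 30 genes holding ABCB1 had a median of log2 1.28, where shuffled orders reached at most 0.649. The run includes neighbours counted above, so it repeats part of the same observation. As a hypothesis, DoxR cells may have gained or opened this stretch and DoxR-v cells less so. DNA copy number in the same cells could settle whether it was gained, and not whether its chromatin opened.

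TH rose by log2 5.57 in WT-v cells and by as much in DoxR-v cells, though it fell in DoxR cells. A single probe that reads another transcript would not explain it, since a second TH probe rose by log2 5.51 in DoxR-v cells. Background correction or scaling would not either, since the lowest change under the alternatives was 4.99. A rise of all adrenergic and catecholamine genes by as much would not, since the median of the 21 others was −0.0096 with an SD of 0.585. What raised TH in the vorinostat-exposed cells remains open, and its presence in WT-v cells means that doxorubicin was not needed.

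On chromosome 6, a run of 30 neighbouring genes had a median of log2 −1.18 in DoxR-v against WT cells, with 24 of the 30 called lower and none higher. The lowest median in 100 shuffled orders was −0.542.

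The number of genes called was also computed with the arrays split in other ways. For 3 against 3 arrays there are 10 splits, too few for a share under 0.05. In DoxR-v against WT the real split gave 3138 genes and the highest other 65. It gave 4091 and 0 in DoxR against WT, 3285 and 0 in WT-v against WT, 3536 and 0 in DoxR-v against DoxR, and 359 and 1 for the Table S1 genes. In each case 1 of the 10 splits, the real one, gave a count as large. Of 100 regroupings of all arrays 1, the real one, gave as many genes called for the difference of the vorinostat effect (5149, highest other 1435). Likewise 1 gave as many genes called in DoxR-v cells alone (919, highest other 123). Regrouping all arrays mixes the 4 groups, so low counts would follow from any large difference between them. These regroupings therefore cannot test the difference of the vorinostat effect, or the limit to DoxR-v cells, by itself.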

How the results depend on the processing

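All alternatives here were planned before the values were seen, and no call of a named gene turned its direction under any of them.

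The number of genes called depended most on background correction and on the fold limit. With the deposited normalized values 1315 genes were called in DoxR-v against WT, 1962 in DoxR against WT, 1398 in WT-v against WT, 1743 in DoxR-v against DoxR, 2933 for the difference of the vorinostat effect, and 499 in DoxR-v cells alone. Without background correction they were 1655, 2341, 1709 and 2100, and 603 in DoxR-v cells alone. With a fold change over 2 they were 1073, 1785, 1130, 1482 and 2807, with 415 in DoxR-v cells alone and 182 Table S1 genes. The genes in DoxR-v cells alone that also differed from DoxR were 249 with the deposited normalized values, 321 without background correction and 213 with a fold change over 2. Genes shared by DoxR-v and DoxR cells were 547, 708 and 471 in the same order, those shared by DoxR-v and WT-v 463, 598 and 344, and those shared by DoxR and WT-v 509, 656 and 447. With an offset of 50 DoxR-v and WT-v cells shared 883.

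The share of called genes that rose depended on scaling. With median scaling it was 80.5% in DoxR-v, 72.6% in DoxR and 80.2% in WT-v cells, and 33.2% for the difference of the vorinostat effect. The median log2 fold change of all genes moved to 0.23, 0.18, 0.24 and −0.22. Of the genes in DoxR-v cells alone 76.3% rose, and of shared genes 83.4%, 85.5% and 83.0%. The deposited normalized values turned the balance of several counts. Of the genes called 626 rose and 689 fell in DoxR-v (804 and 851 without background correction) and 675 rose and 723 fell in WT-v cells, and of those shared by DoxR-v and DoxR 235 rose and 312 fell. The share of higher genes among those common to DoxR-v and WT-v was 37.4%.

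With an estimated correlation 2 gene lists passed instead of 15, both of them the ABCB1 neighbours (in DoxR against WT and DoxR-v against DoxR), and 24 chromosome results passed instead of 46. With the deposited normalized values they were 20 and 48.

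Leaving out each array in turn gave 2939 to 3683 genes in DoxR-v against WT, 3954 to 4594 in DoxR against WT, 3019 to 3918 in WT-v against WT, 3449 to 3566 in DoxR-v against DoxR, 4809 to 5500 for the difference of the vorinostat effect, 877 to 1004 in DoxR-v cells alone, and 353 to 359 Table S1 genes. The ABCB1 difference between DoxR-v and DoxR ranged from −0.97 to −1.15. WT replicate 3 correlated more with the other groups (0.962) than WT replicates 1 and 2 (0.949 and 0.951), and the highest counts against WT came without it.

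A replicate block gave 3137, 4088, 3279, 3525 and 5039 genes, 922 in DoxR-v cells alone, 359 Table S1 genes, 15 lists and 45 chromosome results. The replicate numbers did not pair the arrays. Residuals of the 18 pairs with the same number correlated at −0.271 to 0.114, only 1 of them over 0.1, and 1 of 12 arrays had its best partner in its own number.

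Of 591 values of named genes, 497 stayed the same with the deposited normalized values, 93 became weaker and 1 stronger. The numbers that stayed were 525 without background correction, 560 with an offset of 50, 552 with median scaling, 586 without the detection filter, 573 of 578 with only the groups compared and 567 with the mean of all probes. Leaving out 1 array kept 6974 of 7092.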

Differences from the paper's values

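The tests in this part were chosen after the results were seen, except for the treatments of the values named in the methods.

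Several folds here were larger than those of the paper. In DoxR against WT cells, ABCC3 was −5.03-fold (the paper gives −2.39), BDNF 26.4-fold and at least 13.7-fold by the detection limit (5.17), ABCC9 −12.0-fold at least (−4.15) and TH −5.17-fold at least (−2.47). In DoxR-v against WT cells, ABCC9 was −5.78-fold (−2.89), BDNF 16.8-fold and at least 8.72-fold by that limit (3.60), TH 47.7-fold (31.0), CPED1 12.6-fold (3.55), CALD1 −12.8-fold (−4.60) and ST8SIA2 −4.18-fold (−2.69). SST was at least 25.9-fold (9.24), YBX3 at least 26.3-fold (9.99) and PROK2 at least 11.9-fold (4.61). With the deposited normalized values these folds equalled those of the paper, apart from TH at 31.7 and CALD1 at −6.52 in DoxR-v cells. The paper's qRT-PCR fold for SST lies below its array fold of 9.24, and so below the bound here as well.

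Many of the larger folds belonged to dim genes, though CALD1 is bright and TH is bright in DoxR-v cells. TH was detected on no array of DoxR cells, so its fold there rests on a signal at background. Over the 125 dimmest measured genes of Table S1 the fold was a median 1.51 times that of the paper, against 1.11 for the middle 125 and 1.02 for the brightest 125. Background signal left in the deposited normalized values was tested as the cause. Without background correction the median over the dimmest genes came down to 1.11 (quartiles 1.08 to 1.18), just above the 1.1 set for this explanation, so by that bound it failed, and most but not all of the excess went away when the correction was left out. Background correction may therefore account for much of the excess and not for the rest. With the deposited normalized values the median was 1.00.

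Some calls differed from Table 1. BCL2 rose by log2 1.06 in DoxR cells and ABCC5 changed by −1.05, where the paper gives no difference in SK-N-Be(2)C. A second ABCC5 probe did not pass in DoxR cells (log2 −0.15, adjusted p = 0.486). SIRT1 was called in DoxR cells only, as in Table 1, and its fold in DoxR-v cells was 1.499, while the discussion of the paper states that it was upregulated in both resistant lines. Of the genes for which the note of Table 1 gives no difference, SOD2, HDAC2, HDAC4, HDAC8 and MGMT each passed in a comparison, and all but the MGMT call in WT-v cells were lost under an alternative. The paper states that no other known drug resistance gene differed between DoxR-v and DoxR cells so as to explain their equal resistance. Here ABCC3 and TH were higher in DoxR-v than in DoxR cells, ABCC4, BCL2 and SIRT1 were lower, and whether any of them bears on resistance was not tested. EPAS1 was called in WT-v cells too (adjusted p = 0.0618), whereas the paper lists it as unique to DoxR-v cells. Of the 375 Table S1 genes measured, 98 were called in DoxR and 86 in WT-v cells. The paper required a gene to be called in 2 cell lines before a comparison counted, so genes called in SK-N-Be(2)C alone would not have removed it from that list.

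The 2 columns of Table S1, 1 for each cell line, are close to each other. Their log2 folds correlate at 0.991 across genes, all 405 have the same sign, and 280 (69.1%) differ by under 10%. The deposited normalized values of SK-N-Be(2)C correlate with the SK-N-Be(2)C column at 0.992 (329 genes within 5%) and with the SK-N-SH column at 0.983 (142 within 5%). SK-N-SH values were not analysed here, so why the columns are this close was not tested.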

Other observations

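The lists of this part were fixed before the values were seen, and which of them to describe was chosen after the results were seen.

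WT-v cells, exposed to vorinostat alone, had higher RNA of many proliferation genes than WT cells. Genes of mitosis such as TPX2, CENPF, KIF23 and AURKB rose, and so did genes of DNA replication such as RRM2, UHRF1 and MCM2. CDKN2A, an inhibitor of the cell cycle, fell. Of 26 G2/M genes 17 rose and none fell (set adjusted p = 1.5e-06, adjusted p = 0.152 with an estimated correlation). In DoxR cells, which had no vorinostat, 6 of them rose and none fell (adjusted p = 0.106, adjusted p = 0.929 with an estimated correlation). In DoxR-v against DoxR cells 4 rose and 3 fell (adjusted p = 0.720). Part of the rise may therefore come from the WT cells that the comparisons share. Of 21 G1/S genes 9 rose and 1 fell (adjusted p = 0.00892, adjusted p = 0.306 with an estimated correlation). TPX2 rose by log2 1.40, RRM2 by 1.25 and MCM2 by 1.15, and CDKN2A changed by −4.03. Of 14 genes of fatty acid synthesis 6 rose (adjusted p = 0.00892, adjusted p = 0.152 with an estimated correlation), among them SCD5 by log2 1.57 and SREBF1 by 1.29, as did 10 of 20 mesenchymal markers with 3 lower (adjusted p = 0.0248, adjusted p = 0.152 with an estimated correlation), led by VIM at 2.69. Of 18 DNA repair genes 5 rose (adjusted p = 0.0248, adjusted p = 0.152 with an estimated correlation), and of 18 genes of the unfolded protein response 3 fell, HSPA5 by log2 −1.04 (adjusted p = 0.0501, adjusted p = 0.306 with an estimated correlation). The counts were the same adjusted over each list alone.

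Neural genes changed without a common direction. In DoxR-v against WT cells 9 of 30 genes of neuronal differentiation rose and 2 fell (adjusted p = 0.192), 2 of 22 catecholamine genes rose and 5 fell (0.897), and 5 of 17 of neurotrophin signalling rose and 4 fell (0.799). Of 15 replication-dependent histones 5 fell (0.155), of 8 genes of MHC class I 1 fell (0.334), and of 5 blood cell markers 1 fell (0.470). NEFH, a neurofilament gene, rose by log2 3.22 in DoxR-v cells and changed by −2.46 in DoxR and −2.93 in WT-v cells.

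The genes of some chromosomes shifted as a set. The test by chromosome was planned after many higher genes of the paper's supplementary list were seen to lie on chromosome 7. That list comes from these samples, so the result for chromosome 7 is no independent evidence. On chromosome X, 170 of 435 genes were lower and 14 higher in DoxR-v against WT cells (median log2 −0.46, adjusted p = 3.1e-14, adjusted p = 0.000300 with an estimated correlation). They were lower in WT-v (170 lower, 25 higher, adjusted p = 2.0e-12) and DoxR cells too (119 lower, 58 higher, adjusted p = 0.00709). A shift against WT in all 3 groups may also come from the WT cells that they share. Chromosome X was also lower in DoxR-v than in DoxR cells, a comparison without WT arrays (120 lower, 37 higher, median log2 −0.18). Its adjusted p was 0.000653, or 0.0147 with an estimated correlation. That difference cannot come from WT cells. In DoxR-v against WT cells 154 of 587 genes on chromosome 7 were higher and 24 lower (median log2 0.27, adjusted p = 3.1e-06, adjusted p = 0.00163 with an estimated correlation), and on chromosome 6 145 of 613 were lower and 32 higher (−0.30, adjusted p = 1.3e-07, adjusted p = 0.00163 with an estimated correlation). Chromosome 6 shifted down in DoxR cells as well (160 lower, 48 higher, adjusted p = 0.000623, adjusted p = 0.0269 with an estimated correlation) and as a whole did not differ between DoxR-v and DoxR cells (adjusted p = 0.349), though a run of 30 of its genes did (median log2 −0.86, 22 lower and none higher, below the −0.588 of shuffled orders). On chromosome 22, 158 of 302 genes were lower and 3 higher in DoxR against WT cells (median −0.62, adjusted p = 7.8e-16, adjusted p = 0.0269 with an estimated correlation), while 133 were higher and 2 lower in DoxR-v against DoxR cells. On chromosome 7 a run of 30 neighbouring genes had a median of log2 0.80 in DoxR-v against WT cells, above the 0.539 of shuffled orders. PON2, CPED1, ARPC1B and NPY lie on chromosome 7. As a hypothesis, the lines may have gained or lost chromosome copies as they were selected, and part of the genes called in 1 line may follow from that rather than from vorinostat (run of 30 genes at ABCB1, log2 1.28). DNA copy number was not measured here.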
